# Hepatic Levels of DHA-Containing Phospholipids Instruct SREBP1-Mediated Synthesis and Systemic Delivery of Polyunsaturated Fatty Acids

**DOI:** 10.1016/j.isci.2020.101495

**Published:** 2020-08-22

**Authors:** Daisuke Hishikawa, Keisuke Yanagida, Katsuyuki Nagata, Ayumi Kanatani, Yoshiko Iizuka, Fumie Hamano, Megumi Yasuda, Tadashi Okamura, Hideo Shindou, Takao Shimizu

**Keywords:** Cellular Physiology, Molecular Physiology, Molecular Biology

## Abstract

Polyunsaturated fatty acids (PUFAs), such as docosahexaenoic acid (DHA) and arachidonic acid (ARA), play fundamental roles in mammalian physiology. Although PUFA imbalance causes various disorders, mechanisms of the regulation of their systemic levels are poorly understood. Here, we report that hepatic DHA-containing phospholipids (DHA-PLs) determine the systemic levels of PUFAs through the SREBP1-mediated transcriptional program. We demonstrated that liver-specific deletion of *Agpat3* leads to a decrease of DHA-PLs and a compensatory increase of ARA-PLs not only in the liver but also in other tissues including the brain. Together with recent findings that plasma lysophosphatidylcholine (lysoPC) is the major source of brain DHA, our results indicate that hepatic AGPAT3 contributes to brain DHA accumulation by supplying DHA-PLs as precursors of DHA-lysoPC. Furthermore, dietary fish oil-mediated suppression of hepatic PUFA biosynthetic program was blunted in liver-specific *Agpat3* deletion. Our findings highlight the central role of hepatic DHA-PLs as the molecular rheostat for systemic homeostasis of PUFAs.

## Highlights

• DHA-PLs' deficiency leads to liver-specific induction of PUFA biosynthetic genes
• AGPAT3-produced DHA-PLs in the liver are the partial source of DHA in the brain
• SREBP1 upregulates PUFA biosynthetic genes in response to hepatic DHA-PLs' deficiency
• Dietary DHA suppresses hepatic PUFA biosynthetic genes in an AGPAT3-dependent manner

## Introduction

Recent studies have shown that besides their quantity, the qualities of fatty acids (e.g., saturated fatty acid toxicity and omega-3/omega-6 fatty acid balance) are involved in various human diseases, including metabolic syndrome, inflammatory diseases, and neuronal diseases (Bazinet and Laye, 2014; Estadella et al., 2013). Especially, omega-3 polyunsaturated fatty acids (PUFAs), such as docosahexaenoic acid (DHA), and omega-6 PUFAs, including arachidonic acid (ARA), are implicated in diverse cellular processes and in the progression of these diseases as bioactive lipid mediators, or as components of membrane phospholipids (PLs) (Harayama and Shimizu, 2020; Jump et al., 2013; Milligan et al., 2017; Shimizu, 2009; Wang and Tontonoz, 2019). PUFA-containing PLs are supposed to affect the membrane-based cellular processes, such as endo/exocytosis, and localization and functions of a number of membrane proteins by providing fluidity to the cellular membrane (Antonny et al., 2015; Harayama and Riezman, 2018). Indeed, recent studies with knockout (KO) mouse models of 1-acyl-*sn*-glycerol-3-phosphate acyltransferase 3 (AGPAT3, also known as lysophosphatidic acid acyltransferase 3, LPAAT3) and lysophosphatidylcholine acyltransferase 3 (LPCAT3) have revealed the critical roles of DHA- and ARA-containing PLs in the maintenance of photoreceptor disks, spermatogenesis, and lipoprotein secretion *in vivo* (Hashidate-Yoshida et al., 2015; Iizuka-Hishikawa et al., 2017; Rong et al., 2015; Shindou et al., 2017).

As mammals cannot synthesize DHA and ARA *de novo* because of lack of enzymes that introduce the double bond at omega-3 and 6 position, dietary intake of these PUFAs or their precursors (α-linolenic acid for DHA and linoleic acid for ARA) is required for maintenance of their systemic levels. Although DHA and ARA can be directly supplied through diet or supplements, prior studies indicate that their production from precursor fatty acids is essential to maintain the levels (Moon et al., 2009; Pauter et al., 2014). For the syntheses from precursor fatty acids, both DHA and ARA require a number of common enzymes, namely, fatty acid desaturase 1 (FADS1), FADS2, and elongation of very long fatty acid protein-5 (ELOVL5) (Jalil et al., 2019). In the case of PUFAs with >22 carbon chains, such as DHA, an additional enzyme, ELOVL2, is also required (Jalil et al., 2019). All these PUFA biosynthetic enzymes are highly expressed in the liver; therefore, the liver has been considered as a central organ for the systemic metabolism and distribution of PUFAs.

Sterol regulatory element-binding proteins (SREBPs) are the key transcription factors required for lipid metabolism in the liver (Horton et al., 2002; Scorletti and Byrne, 2013). SREBP1 controls the expression of genes encoding the enzymes involved in *de novo* fatty acid synthesis and PUFA production, whereas SREBP2 controls cholesterol synthesis-related genes. SREBP1 and SREBP2 are translated as transmembrane proteins, and proteolytic cleavage is required for their activation as transcription factors (Shimano and Sato, 2017). SREBP2-mediated regulation of cellular cholesterol levels has been well documented. When the cellular cholesterol level goes down, SREBP2 translocates from the endoplasmic reticulum to the Golgi apparatus, where it is proteolytically cleaved and activated as a major transcription factor for the biosynthesis of cholesterol (Goldstein et al., 2006). Similarly, several studies have shown that supplementation of PUFAs, but not of saturated fatty acids, negatively regulates SREBP1 (Hannah et al., 2001; Kato et al., 2008; Yahagi et al., 1999). Although these observations suggest the negative feedback regulation of PUFA levels, an overview of the precise molecular mechanisms controlling the cellular and systemic PUFA levels are still enigmatic.

Herein, we investigated the role of hepatic membrane DHA-PLs by specifically manipulating the DHA levels in the PLs without affecting the other forms of DHA, including triglycerides and cholesterol ester, using a liver-specific deletion of AGPAT3, a critical enzyme for DHA-PLs' production, in mice. We propose a model whereby systemic PUFA levels are maintained through SREBP1-mediated biosynthesis in response to excess or deficiency of hepatic DHA-PLs.

## Results

### Transcriptional Upregulation of PUFA Biosynthetic Pathway in DHA-PL-Deficient Liver

We previously reported that AGPAT3 is critical for the production of DHA-PLs in the retina and testes (Iizuka-Hishikawa et al., 2017; Shindou et al., 2017). To determine whether AGPAT3 is essential for the production of DHA-PLs in the liver, we first assessed the fatty acid composition of phosphatidylcholine (PC) and phosphatidylethanolamine (PE), the most abundant species in the membrane PLs, in *Agpat3* wild-type (WT) and KO liver by liquid chromatography-tandem mass spectrometry (LC-MS/MS). Consistent with retina and testes, PCs and PEs having a total of six double bonds (mainly composed of DHA-PLs) were dramatically decreased in the liver of *Agpat3* KO mice (Figures 1A, S1A, and S1B). In contrast to the decrease of DHA-PLs, there was an increase in the levels of unsaturated PC and PE species (Figures S1A and S1B), especially those with four cumulative double bonds (mainly composed of ARA-PLs) in *Agpat3* KO liver (Figure 1B). The increase in the levels of unsaturated fatty acids in *Agpat3* KO liver was further validated by quantitative analysis of the amount of fatty acids chemically deacylated from total lipids using gas chromatography-flame ionization detection. Consistent with LC-MS/MS analyses, various PUFAs, especially ARA, were significantly increased in the liver of *Agpat3* KO mice (Figure 1C). These results led us to hypothesize that liver increases the ARA under DHA deficiency to maintain the hepatic PUFA levels. Thus, to explore the molecular mechanisms underlying the compensatory increase of ARA in *Agpat3* KO liver, we next analyzed the hepatic transcriptional profiles by DNA microarray. 

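Liver RNA of 10-week-old male C57BL/6 mice, 4 *Agpat3* WT and 4 *Agpat3* KO, was hybridized to one-color Agilent arrays, 1 array per mouse, with Cy3 as the dye. All 8 arrays lay on 1 slide and were read in 1 scan, with the WT samples in row 1 of the slide and the KO samples in row 2, so that row and genotype cannot be told apart. The authors deposited the intensity of every spot from Agilent's Feature Extraction, and log2 values that equal the log2 of the processed intensity minus its 75th percentile on the array. Of 56605 probes without the controls, between 29888 and 31892 (median 30520) were well above background on the WT arrays, and between 29896 and 30829 (median 30329.5) on the KO arrays. No spot was saturated, and 86 to 150 spots per array were marked as outliers and left out. The log2 of the processed signal was set relative to the 75th percentile of each array, spots of 1 probe were averaged, and 29069 probes that were well above background on all arrays of at least 1 genotype were tested with limma. A probe was called when its fold change was over 1.5 and its adjusted p (Benjamini-Hochberg) under 0.2, after the thresholds in the legend of Figure 1, which does not say whether its p is adjusted. Probes were named through their transcript accessions, which matched a gene symbol of GRCm38.p6 for 32994 of the 56605 probes, and a gene with several probes was read from its brightest probe. The precision is limited by the number of arrays. Correlations of log2 signals over the tested probes lay between 0.988 and 0.996 within WT, between 0.990 and 0.993 within KO, and between 0.985 and 0.992 across genotypes.

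*Agpat3*, the targeted gene, had 2 probes. The brighter probe gave log2 signals of 5.65, 5.66, 5.80 and 5.88 in the WT mice and -0.48, 0.02, -0.58 and -0.47 in the KO mice. Its log2 fold change was -6.12 (standard error 0.14, adjusted p = 4.46e-07 from limma), and that of the dimmer probe was -5.69. Both probes remained well above background on all 4 KO arrays. Over the other processing settings the change of the brighter probe lay between -6.16 and -5.77, the smallest under normexp background correction.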

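The enzymes FADS1, FADS2, ELOVL5 and ELOVL2 catalyze the desaturation and elongation steps from the precursor fatty acids to ARA and DHA. In WT liver the log2 signal of *Fads1*, relative to the 75th percentile of the array, was 3.77 ± 0.14 (SD, n = 4 mice), and in KO liver it was 4.51 ± 0.17 (SD, n = 4), a log2 fold change of 0.74 (standard error 0.11, adjusted p = 0.0355 from limma). *Fads2* went from 3.83 ± 0.13 to 4.81 ± 0.22 (SD, n = 4 each), a log2 fold change of 0.97 (standard error 0.12, limma adjusted p = 0.0199). *Elovl5* went from 4.89 ± 0.21 to 5.91 ± 0.25 (SD, n = 4 each), a log2 fold change of 1.02 (standard error 0.15, limma adjusted p = 0.0355). A second probe of each of these genes was also called, with log2 fold changes of 0.77 for *Fads1*, 1.07 for *Fads2* and 0.99 for *Elovl5*. The change of *Elovl2* was smaller, from 5.58 ± 0.11 to 6.11 ± 0.09 (SD, n = 4 each), with a log2 fold change of 0.53 (standard error 0.08, limma adjusted p = 0.0409). This is 1.44-fold, under the fold change of 1.5, so *Elovl2* was not called. For each of the 4 genes every KO mouse lay above every WT mouse (exact permutation test, two-sided, p = 0.0286, the smallest that 4 mice against 4 allow). The limma adjusted p of each was 0.000132 when adjusted over the list alone. Figure 1D already highlights genes of PUFA synthesis in these same arrays, so this list is not an independent choice. With 1 array left out in turn, the adjusted p of *Fads1* rose at most to 0.106, that of *Fads2* to 0.0647, that of *Elovl5* to 0.115 and that of *Elovl2* to 0.127.

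**Figure D1:**
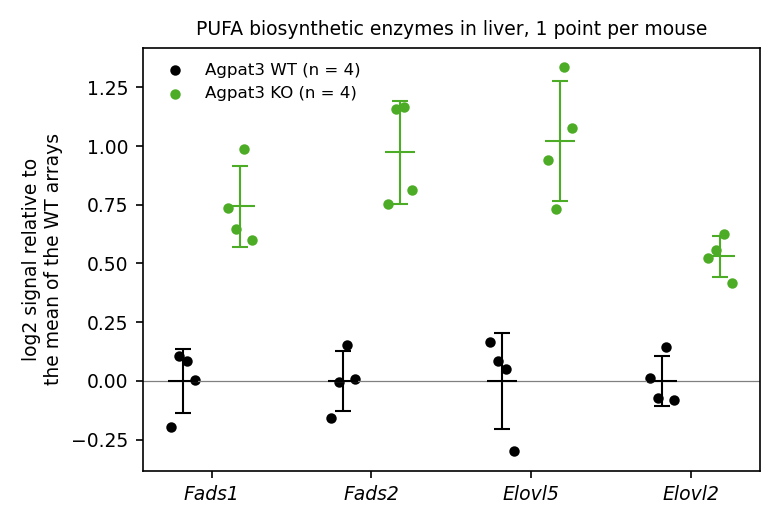
Log2 signal of the PUFA biosynthetic enzymes in each mouse, set relative to the mean of the WT arrays for that gene. Points are mice (n = 4 per genotype), horizontal marks are means and bars are SD; all KO points lie above all WT points, and the mean differences are 0.74 for *Fads1*, 0.97 for *Fads2*, 1.02 for *Elovl5* and 0.53 for *Elovl2*.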

Gene ontology analyses indicated that the genes related to lipid metabolism, including those involved in PUFA biosynthesis, were upregulated in *Agpat3* KO liver (Figures 1D and 1E). The biosynthetic pathways for DHA and ARA share a number of enzymes, namely, FADS1, FADS2, and ELOVL5 (ELOVL2 is also required for DHA) (Figure 1F). As the long-term defect of DHA-PLs may affect the expression of these genes, we also analyzed their mRNA expression in the liver of 1-week-old WT and *Agpat3* KO mice. Consistent with adult mice (Figure S1C), mRNA levels of PUFA biosynthetic enzymes were higher in the liver of 1-week-old *Agpat3* KO mice (Figure 1G). Therefore, it is plausible that the liver possesses the feedback machinery to maintain the hepatic PUFA levels under DHA-deficient conditions by transcriptional boosting of PUFA biosynthesis.

**Figure 1:**
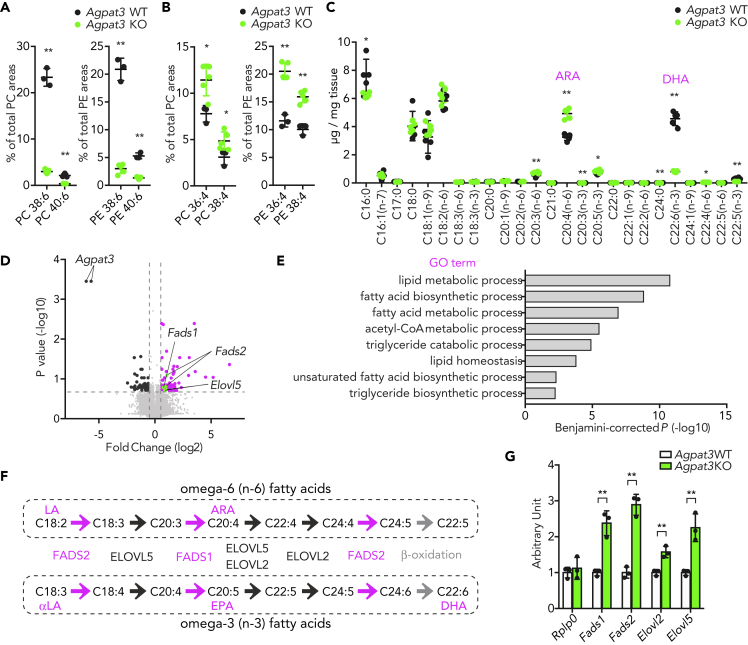
Lipidomic and Transcriptomic Changes in the Liver of *Agpat3* KO Mice (A–G) Liver samples were prepared from 10-week-old Agpat3 WT and KO mice. (A and B) Percentages of PC and PE with cumulative six (A) and four (B) double bonds in the liver (n = 4 for each group). (C) Fatty acid composition in the liver (n = 5 for each group). (D and E) DNA microarray analysis of the liver of Agpat3 WT and KO mice. (D) Volcano plot summarizes the differences in the gene expression profile in the liver of Agpat3 WT and KO mice. Differentially expressed genes (fold change >1.5, p < 0.2) are highlighted in magenta for an increase and in black for a decrease in Agpat3 KO mice. Genes involved in the synthesis of PUFA are highlighted in green (n = 4 for each group). (E) Functional annotation of upregulated genes (shown in magenta and green in Figure 1D) in the liver of Agpat3 KO mice. The top gene ontology (GO) terms from “biological processes” are shown (Benjamini-corrected p < 0.01). (F) Biosynthetic pathway for PUFAs in mammals. Fatty acid desaturation processes and enzymes are shown in magenta. Fatty acid elongation processes and enzymes are shown in black. Peroxisomal β-oxidation process is shown in gray. LA, linoleic acid; αLA, α-linolenic acid; EPA, eicosapentaenoic acid; ARA, arachidonic acid; DHA, docosahexaenoic acid. (G) Relative expression of genes involved in the synthesis of PUFAs in the liver of 1-week-old mice (n = 3 for each group). Rplp0 is used as an internal control. (A, B, C, and G) Data are shown as means ± SD. Significance is based on unpaired t test (∗p < 0.05, ∗∗p < 0.01). See also Figure S1.

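At a fold change over 1.5 and an adjusted p under 0.2, 273 probes (240 names) were higher and 211 probes (198 names) were lower in *Agpat3* KO liver, of the 29069 probes tested. In 452 of the 484 called probes all KO values lay outside the range of the WT values. Over all tested probes the groups were separated in this way in 8.86%, against 2.86% by chance. With the unadjusted p from limma under the same threshold, 534 probes were higher and 451 lower. The number of higher probes was lowest, with 76 higher and 57 lower, in an unpaired t test over all probes without a filter, chosen after seeing the data, and highest, with 557 higher and 645 lower, with no minimum fold change. The probes called lower were dimmer, with a median signal of 0.179 of the 75th percentile of the array, against 0.616 for the probes called higher. Of the lower probes, 29 were not well above background on any KO array, and of the higher probes 11 were not on any WT array.

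With genes ranked by any of their probes, the 5 largest increases among fully separated calls were a transcript listed as XM_006521520, with a log2 fold change of 6.65 (standard error 0.44, limma adjusted p = 0.00109), *Pnpla3*, *Chrna4* with 4.51, *Dntt* with 3.51 (standard error 0.13, limma adjusted p = 2.73e-05) and *1810053B23Rik*. *Pnpla3* had a log2 fold change of 3.59 at its brighter probe and a fitted 5.19 at the other, by which it ranks. *1810053B23Rik* had log2 fold changes of 2.71 at its brighter probe and 3.31 at the other, and *Pnpla5*, with 1 probe at 3.06, came next. In WT liver the probes of XM_006521520 and *Pnpla3* were well above background on 1 array each and that of *Chrna4* on 2 arrays, so the sizes of these increases depend on values near background. The other probe of *Pnpla3* was not well above background on any WT array, and its signal was at least 13.7-fold higher in KO liver, as the mean log2 signal of the KO arrays against that of, for each WT array, the higher of the probe's own signal and the lowest signal well above background. After *Agpat3*, the largest decreases were those of *Obp2a*, *Capn8* and the transcripts listed as AK052181 and ENSMUST00000143214. *Obp2a* was not well above background on any KO array and was at least 3.40-fold lower there (limma adjusted p = 0.0454). AK052181, also below that limit on all KO arrays, was at least 2.41-fold lower (limma adjusted p = 0.157). These bounds, like that of *Pnpla3*, hold for the processed signal only and are not minimum effects under other processing. Under normexp, chosen after seeing the data, the log2 changes were -0.73 for *Obp2a* and -0.55 for AK052181, smaller than the bounds. *Capn8* had a log2 fold change of -2.29 and was well above background on 2 of 4 KO arrays (limma adjusted p = 0.160), and ENSMUST00000143214 had a log2 fold change of -2.25 and was above it on 3 of 4 (limma adjusted p = 0.188). The calls of AK052181, *Capn8* and ENSMUST00000143214 were lost without the filter on dim probes and in 4, 6 and 6 of the 8 fits with 1 array left out, and that of AK052181 also under normexp.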

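No gene ontology annotation was used here. In its place, 21 lists of genes were written from general knowledge, to stand in for the terms of Figure 1E. The paper found those terms in these same arrays. Lists on lipid metabolism and PUFA biosynthesis therefore repeat a known result and are not an independent test. Each list was tested for over-representation among the 225 higher genes of 22834 tested genes, with 1 probe per gene (Fisher's exact test, one-sided, adjusted over the lists). Of 22 SREBP1 targets, 17 were called higher (adjusted p = 2.23e-29), namely *Pnpla3*, *Pnpla5*, *Thrsp*, *Fasn*, *Aacs*, *Acacb*, *Gpam*, *Acly*, *Elovl5*, *Acss2*, *Fads2*, *Scd1*, *Scd2*, *Me1*, *Srebf1*, *Fads1* and *Mid1ip1*, with log2 fold changes from 3.59 down to 0.66. Fatty acid synthesis had 17 higher of 30 genes (adjusted p = 4.73e-26), and 15 of these 17 were also among the SREBP1 targets. For unsaturated fatty acid synthesis 6 of 16 genes were higher (adjusted p = 4.42e-08), with *Scd3* besides those named, and for acetyl-CoA metabolism 4 of 17 (adjusted p = 8.30e-05), with *Acss3* besides those named. The PUFA biosynthetic enzymes had 3 of 4 (adjusted p = 1.97e-05). Cholesterol synthesis had 4 of 24 (adjusted p = 0.000292), LXR targets 2 of 13 (*Pltp* and *Srebf1*; adjusted p = 0.0211), triglyceride synthesis 2 of 18 (*Pnpla3* and *Gpam*) and triglyceride catabolism 2 of 19 (*Pnpla3* and *Apoa4*; adjusted p = 0.0345 for both). These 9 lists share members, and their called genes came to 27 distinct genes, of which 17 were SREBP1 targets. Limma's camera test with a preset correlation passed 0.05 for these 9 lists and for targets of PPARα and ChREBP. With the correlation estimated from the arrays it held for 4 lists, the SREBP1 targets (adjusted p = 0.00784), fatty acid synthesis (adjusted p = 0.0242), the PUFA biosynthetic enzymes and triglyceride catabolism (adjusted p = 0.0305 for both), and under fry all 9 lists but cholesterol synthesis passed 0.05. The call of *Srebf1* (log2 fold change 0.77, limma adjusted p = 0.168) was lost with any 1 of the 8 arrays left out, and that of *Scd1* (0.97, limma adjusted p = 0.0905) without WT replicate 2 or WT replicate 3. Without WT replicate 3 the higher genes fell to 11 for SREBP1 targets (adjusted p = 8.43e-19), 9 for fatty acid synthesis (adjusted p = 3.41e-13) and 3 for unsaturated fatty acid synthesis (adjusted p = 0.000395). Cholesterol synthesis had 1 higher gene and was no longer over-represented without WT replicate 3 or KO replicate 1, 2 or 3 (adjusted p up to 0.313), and had 7 without WT replicate 4 or KO replicate 4. LXR targets were over-represented only without KO replicate 4 among these fits. The number of over-represented lists was lowest, with 7 lists, without a filter on dim probes, with only probes well above background on all 8 arrays, with calls at an adjusted p under 0.05, and without WT replicate 3 or KO replicate 1, 2 or 3. From the functional annotation of the upregulated genes, the paper states that genes of lipid metabolism, PUFA biosynthesis among them, rose in *Agpat3* KO liver, and together with mRNA levels of the PUFA biosynthetic enzymes in 1-week-old mice it proposes that the liver has a feedback machinery that maintains its PUFA levels by transcription of these enzymes when DHA is deficient.

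**Figure D2:**
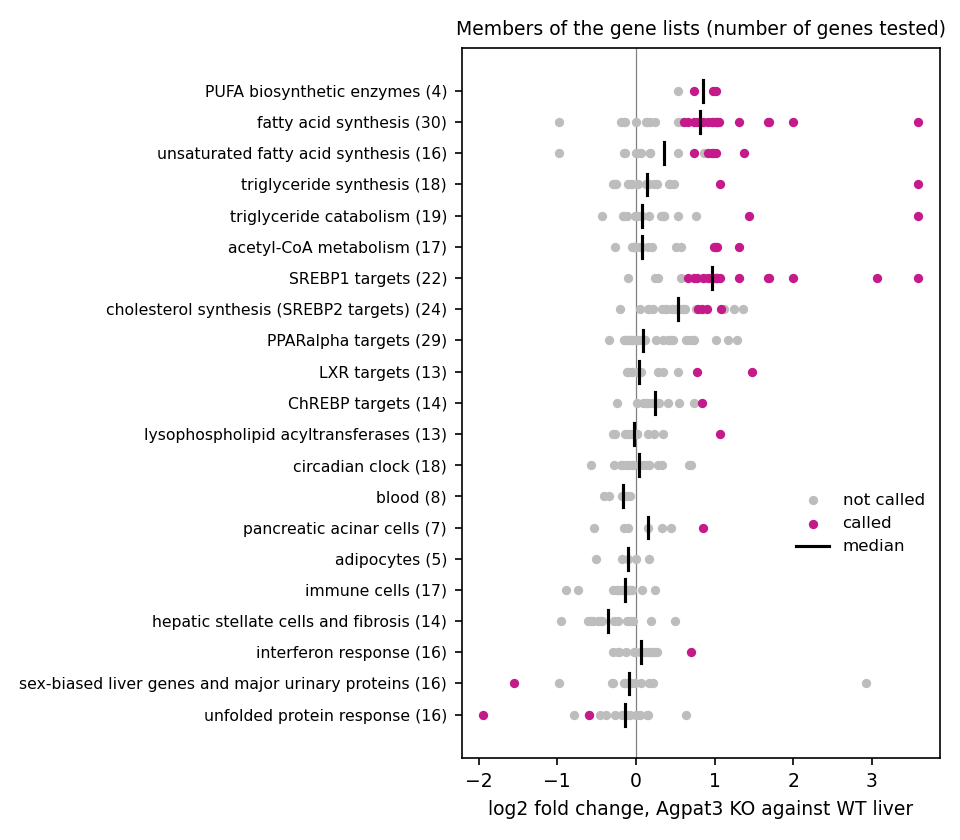
Log2 fold change, *Agpat3* KO against WT liver (n = 4 mice each), of every tested member of the 21 gene lists, with the number of tested genes in brackets. Points in magenta were called, gray points were not, and black marks are list medians; the median was 0.97 for SREBP1 targets, 0.81 for fatty acid synthesis and 0.53 for cholesterol synthesis.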

### Liver-Specific Upregulation of Transcriptional PUFA Biosynthetic Pathway in Response to DHA-PL Deficiency

To investigate whether the induction of PUFA biosynthetic enzymes under DHA-deficient condition is specific to the liver, we examined both the composition of PLs and gene expression in various tissues of *Agpat3* KO mice. Although mRNA expression level of *Agpat3* differed among tissues both in adult and 1-week-old WT mice (Figure S2A and S2B), DHA-PLs were drastically decreased in all tested tissues (Figures 2A, S2C, and S2D). As in the case of the liver, the levels of ARA-PCs and ARA-PEs were increased in various tissues (Figure 2A). Contrary to the commonly observed increased ARA-PL levels in various tissues, PUFA biosynthetic enzymes were transcriptionally upregulated exclusively in the liver of *Agpat3* KO mice (Figure 2B). The liver is the central organ that supplies the fatty acids, mainly through the secretion of very low-density lipoprotein (VLDL); the elevation of ARA-containing lipids in the liver of *Agpat3* KO mice may secondarily affect the levels of ARA-PLs in various extrahepatic tissues. Indeed, the percentage of plasma PCs with four double bonds, mainly composed of ARA-PCs, was increased in the *Agpat3* KO mice (Figure 2C). Collectively, these results suggest that the liver increases the expression of PUFA biosynthetic enzymes in response to the depletion of membrane DHA-PLs and facilitates the maintenance of systemic PUFA levels through the secretion of ARA-enriched lipoproteins.

**Figure 2:**
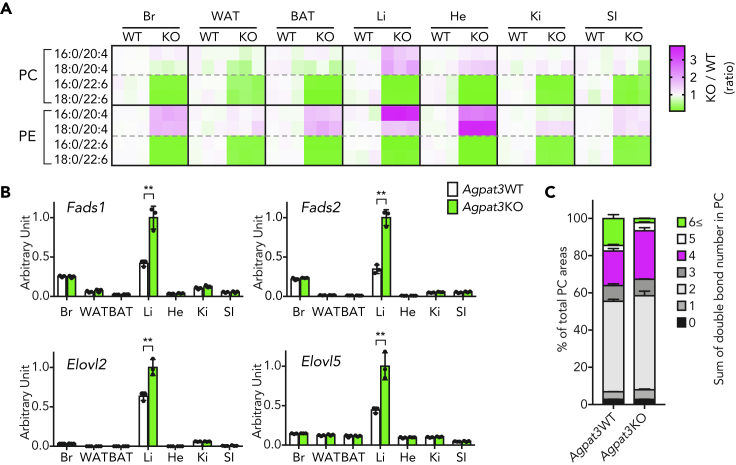
Liver-Specific Induction of the Transcription of Genes Encoding Enzymes Involved in the Biosynthesis of PUFA under Systemic DHA-PL Deficiency (A–C) Samples were prepared from 1-week-old Agpat3 WT and KO mice. (A) Heatmap shows the rational differences in each PL species in various tissues (% of total area in WT/% of total area in KO, n = 3 for each group). Br, brain; WAT, white adipose tissue; BAT, brown adipose tissue; Li, liver; He, heart; Ki, kidney; SI, small intestine. (B) Relative mRNA expression of genes involved in the biosynthesis of PUFA in various tissues (n = 3 for each group). The expression data of the liver are identical to Figure 1G. Significance is based on two-way ANOVA followed by Bonferroni's post-hoc test (∗∗p < 0.01). (C) Percentages of PC species in the plasma with different number of cumulative double bonds (n = 3 for each group). (B and C) Data are shown as means ± SD. See also Figure S2.

### Effect of Liver-Specific Deletion of *Agpat3* on Systemic Homeostasis of PUFAs

To further assess the intrinsic role of liver DHA-PL production, we generated tamoxifen-inducible liver-specific *Agpat3* KO (LKO) mice by crossing *Agpat3* floxed mice with serum albumin Cre-ERT2 mice (Schuler et al., 2004) (Figures S3A and S3B). Intragastric injection of tamoxifen at postnatal day 1 and 2 successfully achieved the liver-specific deletion of *Agpat3* in the liver (Figures S3B–S3E). As was observed in the global KO model, Alb-CreERT2^+/−^; *Agpat3*^*fl/fl*^ mice (referred to as *Agpat3* LKO) showed a drastic decrease in the levels of DHA-PLs compared with Alb-CreERT2^−/−^; *Agpat3*^*fl/fl*^ mice (control) (Figures 3A, S3F, and S3G), without marked effects on the total PL levels in the liver (Figure S3H). DHA-CoA is a substrate not only for DHA-PL but also for the DHA-containing triglycerides (DHA-TGs) and DHA-containing cholesterol ester (DHA-CE) (Figure 3B). Therefore, we analyzed the DHA-TGs and DHA-CE levels in the liver of *Agpat3* LKO mice using LC-MS/MS. Unlike DHA-PLs, the levels of DHA-TGs and DHA-CE in the liver of *Agpat3* LKO mice were almost comparable to those of control mice (Figures 3C and 3D). As liver-specific deletion of *Agpat3* did not alter the total amount of TGs in the liver (Figure S3I), these results indicate that the liver-specific deletion of *Agpat3* selectively decreased the levels of DHA-PLs, without affecting the other forms of DHA. We next assessed the effect of hepatic DHA-PL depletion on the expression of genes encoding PUFA biosynthetic enzymes in the liver of *Agpat3* LKO mice. In agreement with the observation in the global KO line (Figure 1), there was an upregulation of PUFA biosynthetic enzymes' mRNA (Figure 3E), as well as an increase in the levels of ARA-PLs (Figure 3F), in the liver of *Agpat3* LKO mice.

**Figure 3:**
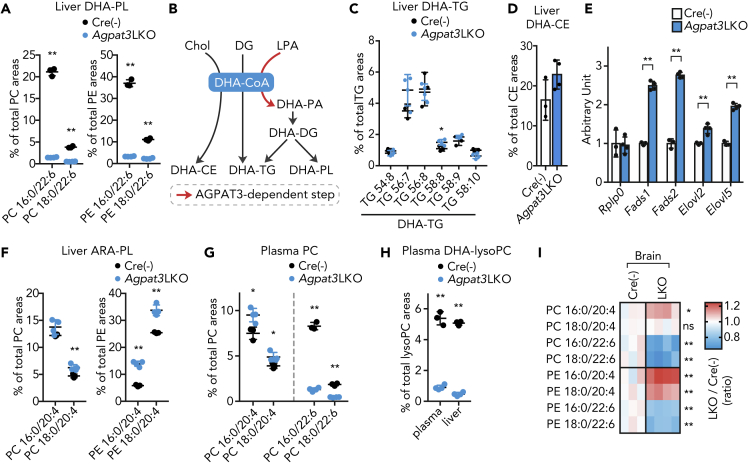
Effects of Liver-Specific Agpat3 Deficiency on Lipid Composition and Gene Expression (A–I) Samples were prepared from 2-week-old Agpat3 liver-specific KO (LKO) and Cre(−) (control) mice. (A) Percentages of DHA-PC and DHE-PE containing areas in the liver. (B) Synthetic pathways for DHA-containing lipids. Chol, cholesterol; DG, diacylglycerol; LPA, lysophosphatidic acid; PA, phosphatidic acid. (C and D) Percentages of DHA-containing TGs (C) and CE (D) areas in the liver. (E) Relative mRNA expression of genes encoding the PUFA biosynthetic enzymes involved in the liver. (F) Percentages of ARA-PC and ARA-PE areas in the liver. (G) Percentages of DHA-PCs/PE and ARA-PCs/PE areas in the plasma. (H) Percentages of DHA-lysoPC areas in the plasma and liver. (I) Heatmap shows the rational differences in the levels of each PL species in the brain (% of total area in Cre(−)/% of total area in LKO; n = 3 for Cre(−) and n = 4 for Agpat3 LKO). Each column represents data for a mouse. (A and C–H) Data are shown as means ± SD (n = 3 for Cre(−) and n = 4 for Agpat3 LKO). Significance is based on unpaired t test (∗p < 0.05, ∗∗p < 0.01, ns; no significance). See also Figure S3.

To examine the effect of liver DHA-PL production on extrahepatic tissues, we next analyzed the levels of plasma DHA-containing lipids in *Agpat3* LKO and control mice. Substantial reduction in the levels of DHA-PLs and DHA-lysoPC in the plasma of *Agpat3* LKO mice indicated the critical contribution of hepatic AGPAT3-dependent production of DHA-PLs on their plasma pools (Figures 3G, 3H, S3F, and S3G). Importantly, compensatory increase in the levels of ARA-PLs was also observed in *Agpat3* LKO plasma (Figures 3G and S3F, and S3G). The plasma DHA-TG levels were comparable to those in control mice (Figures S3J and S3K), whereas the DHA-CE level in the plasma was decreased in *Agpat3* LKO mice (Figure S3L), possibly due to the lecithin cholesterol acyltransferase-dependent formation of plasma CEs (Sakai et al., 1997). We then analyzed the fatty acid composition of PLs and TGs in extrahepatic tissues of *Agpat3* LKO and control mice at 2 weeks of age. The levels of PLs in the brain were substantially affected by the deletion of liver *Agpat3*; there was a decrease in the levels of DHA-PLs/TGs and an increase in the levels of ARA-PLs (Figures 3I, S3F, S3G, and S3M). Similar trend, although with a weaker effect than observed in global KO mice, was observed in other tissues from *Agpat3* LKO mice, including the brown adipose tissue, heart, and kidney (Figures S3F, S3G, and S3N). Taken together, our lipidomic analyses of *Agpat3* LKO tissues demonstrated that deficiency of hepatic DHA-PLs affects the systemic PUFA composition, especially in the brain.

### Induction of SREBP1-Dependent PUFA Biosynthetic Enzymes under DHA-PL Deficiency in the Liver

We next tried to decipher the mechanism underlying the transcriptional induction of PUFA biosynthetic enzymes in the liver of *Agpat3* LKO mice. The transcription of the genes for these enzymes in the liver is mainly regulated by two transcription factors, SREBP1 and peroxisome proliferator-activated receptor alpha (PPARα) (Jump, 2008; Matsuzaka et al., 2002). In the liver of *Agpat3* LKO mice, the nuclear amount of SREBP1, but not of PPARα, was clearly increased (Figures 4A and S4A). In general, it is considered that SREBP1 and SREBP2 share the mechanism for nuclear localization; however, increased nuclear amount was specifically observed for SREBP1 in the liver of *Agpat3* LKO mice (Figures S4A and S4B). Consistently, the expression of SREBP1-target genes, namely, *Fasn*, *Scd*, and *Elovl6*, but not of a representative SREBP2-target gene, *Hmgcr*, was upregulated in the liver of *Agpat3* LKO mice (Figure 4B). In line with this, protein expression of insulin-induced gene 1 (INSIG1), which regulates the translocation of SREBP1 and SREBP2 (Shimano and Sato, 2017), in the liver of *Agpat3* LKO was comparable to that of control mice (Figure S4C). Liver X receptors (LXRs) and carbohydrate regulatory element-binding protein (ChREBP) can also transcriptionally control the PUFA biosynthetic enzymes (Jalil et al., 2019; Postic et al., 2007); however, their contribution to the latter is minimal in the liver of *Agpat3* LKO mice (Figure 4B).

**Figure 4:**
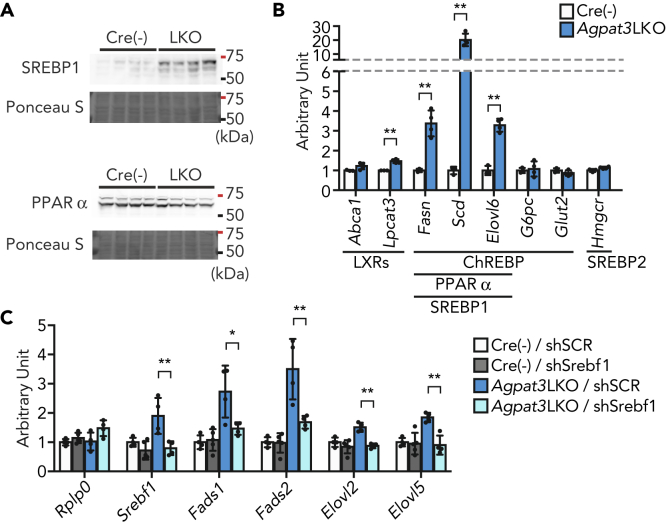
SREBP1-Mediated Upregulation of mRNAs in the Liver of Agpat3LKO Mice (A–C) Liver samples were prepared from 2-week-old Agpat3 LKO and Cre(−) mice. (A) Immunoblot analysis of the amount of SREBP1 and PPARα in the nucleus (n = 4 for each group). Ponceau S staining was as a loading control. (B) Relative mRNA expression of representative LXRs-, SREBP1-, SREBP2-, ChREBP-, and PPARα-target genes in the liver (n = 3 for Cre(−) and n = 4 for Agpat3 LKO mice). Significance is based on unpaired t test (∗p < 0.05, ∗∗p < 0.01). (C) The effect of short hairpin RNA (shRNA)-mediated Srebf1 knockdown on the expression of mRNAs encoding the PUFA biosynthetic enzymes in the liver (n = 3 for each group). Rplp0 is used as an internal control. shSCR, scrambled shRNA (control); shSrebf1, Srebf1 shRNA. Significance is based on two-way ANOVA followed by Bonferroni's post-hoc test (∗p < 0.05, ∗∗p < 0.01). (B and C) Data are shown as means ± SD. See also Figure S4.

To further validate the involvement of SREBP1 in the upregulation of PUFA biosynthetic enzymes in *Agpat3* LKO liver, we performed an *in vivo* gene knockdown experiment using an adenovirus-mediated short hairpin RNA (shRNA) expression system (Figure S4D). Three days after injection, shRNA for *Srebf1*, gene name for SERBP1, decreased the mRNA and protein expression of SREBP1 in the liver of control and *Agpat3* LKO mice (Figures 4C and S4E). The knockdown of SREBP1 blunted the induction of PUFA biosynthetic enzymes in the liver of *Agpat3* LKO mice (Figure 4C). On the other hand, we observed little or no effect of *Srebf1* knockdown on the levels of *Srebf1* and PUFA biosynthetic enzymes mRNA in control mice (Figure 4C). These results suggest that SREBP1, when compared with other transcription factors such as LXRs or PPARα, has little contribution to the basal gene expression levels of these enzymes at 2 weeks of age, whereas being critically important for compensatory mRNA upregulation during DHA-PL deficiency. Taken together, all these results indicate a major role of SREBP1 in the induction of transcription of PUFA biosynthetic enzymes under conditions of hepatic DHA-PL deficiency.

### Requirement of AGPAT3-Dependent DHA Incorporation into PLs upon Fish Oil-Mediated Suppression of Hepatic SREBP1

Omega-3 PUFAs, especially DHA and eicosapentaenoic acid (EPA), are clinically used to reduce the levels of TGs in the liver and blood, in part by the suppression of SREBP1-mediated lipogenic transcriptional program in the liver (Bays et al., 2008; Clarke, 2001). However, the precise mechanisms of how omega-3 PUFAs inhibit the SREBP1 activity are still obscure. Therefore, we investigated whether DHA-PLs are involved in the effect of omega-3 PUFAs on hepatic SREBP1 activity *in vivo*. For this purpose, *Agpat3* LKO and control mice were fed a high-fat diet (HFD) containing omega-3 PUFA-enriched fish oil (fish diet) or calorie-matched safflower oil-containing HFD (safflower diet) for 1 week, starting at 3 weeks of age (Figure S5A and Table S1). The fish diet increased the levels of DHA- and EPA-PLs, but not ARA-PLs, in the liver of both control and *Agpat3* LKO mice (Figures 5A, 5B, and 5C). However, the levels of DHA-PLs in the *Agpat3* LKO mice were still substantially lower than in control mice (Figures 5A, 5B, S5B, and S5E). In contrast, the levels of EPA-PLs were higher in the liver of *Agpat3* LKO mice than in the control mice, which was suggestive of the specific contribution of AGPAT3 in DHA-PL production (Figure 5B). Although diet affects the fatty acid composition of TGs in the liver, the *Agpat3* genotype had no effect on the composition (Figure S5F).

**Figure 5:**
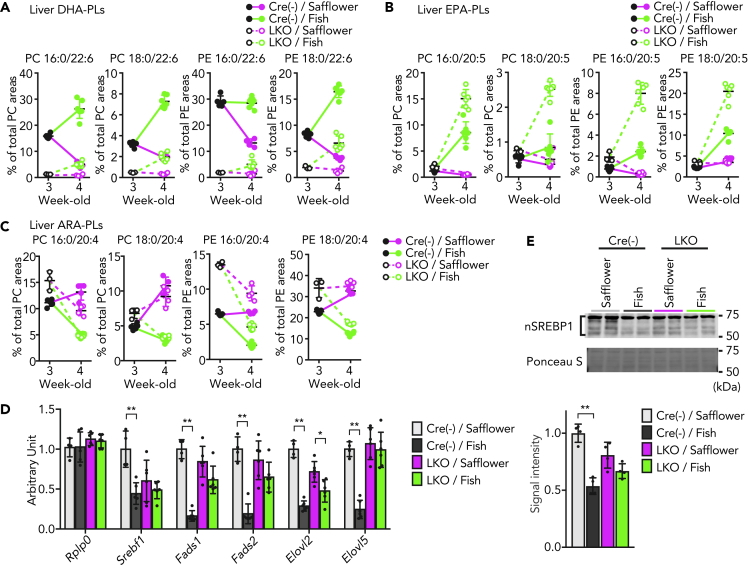
Involvement of Hepatic DHA-PLs in Fish Oil-Mediated Suppression of SREBP1 (A–C) Liver samples were prepared from 3- and 4-week-old Agpat3 LKO and Cre(−) (control) mice. (A–C) The change in the composition of DHA-PCs/PEs (A), EPA-PCs/PEs (B), and ARA-PCs/PEs (C) in the liver (n = 5 for 3-week-old Cre(−); n = 3 for 3-week-old Agpat3 LKO, n = 4 for safflower-diet-fed Cre(−) and Agpat3 LKO, and n = 6 for fish-diet-fed Cre(−) and Agpat3 LKO mice). (D and E) Liver samples were prepared from 4-week-old mice. (D) Relative mRNA expression of PUFA biosynthetic enzymes (n = 4 for safflower-diet-fed Cre(−) and Agpat3 LKO, and n = 6 for fish-diet-fed Cre(−) and Agpat3 LKO mice). (E) Upper panel; Representative image of immunoblot analysis of nuclear SREBP1 (nSREBP1) in the whole liver lysate of Agpat3 LKO and Cre(−) mice. Ponceau S staining was used as a loading control. Lower panel; Bar graph shows the signal intensity of nSREBP1, as quantified by ImageJ software. Safflower, safflower-diet; Fish, fish-diet. (A–E) Data are shown as means ± SD. (D and E) Significance is based on two-way ANOVA followed by Bonferroni's post-hoc test (∗p < 0.05, ∗∗p < 0.01). See also Figure S5 and Table S1.

We subsequently examined the hepatic mRNA expression of PUFA biosynthetic enzymes in these mice. In agreement with previous studies (Kim et al., 1999; Shang et al., 2017), the levels of SREBP1 mRNA and its downstream PUFA biosynthetic genes in the liver were clearly lower in the fish-diet-fed mice than in safflower-diet-fed groups when applied on the liver of control mice (Figure 5D). On the other hand, such reduction caused by the fish diet was less obvious in the liver of *Agpat3* LKO mice (Figure 5D). In safflower-diet-fed groups, the levels of hepatic mRNAs of PUFA biosynthetic enzymes in *Agpat3* LKO mice were comparable with the levels in control mice (Figure 5D). It may, at least in part, be due to the reduction of DHA-PL in the safflower-diet-fed control mice (Figure 5A). Consistently, the reduction of the nuclear form of SREBP1 protein by fish-diet in the liver appears to be blunted by liver-specific deletion of *Agpat3* (Figure 5E). Together with the lipidomic analyses, the suppression of the transcription of PUFA biosynthetic enzymes by omega-3 PUFA-enriched diet would require the incorporation of DHA, and not of EPA, into the membrane PLs.

## Discussion

The essential roles of DHA in various tissues have been demonstrated in genetic DHA deficiency models (Ben-Zvi et al., 2014; Harauma et al., 2017; Nguyen et al., 2014; Roqueta-Rivera et al., 2010; Stoffel et al., 2008; Stroud et al., 2009; Wong et al., 2016). We previously reported that AGPAT3 (LPAAT3) preferentially incorporates DHA into lysoPA, a common precursor of all kinds of PLs. Genetic ablation of the enzyme causes impaired spermatogenesis and blindness due to the decrease of DHA-PLs in testis and retina, respectively (Iizuka-Hishikawa et al., 2017; Shindou et al., 2017). Although the liver has been shown as one of the organs in which the membranes are most enriched in DHA (Harayama et al., 2014), the roles of DHA-PLs in the liver have not yet been clearly defined. Here, we successfully unraveled the specific role of DHA-PLs in the liver membranes, using *Agpat3* global and LKO mice. Our study demonstrates that hepatic DHA-PLs have a central role as a molecular rheostat for the regulation of systemic PUFA levels by modulating the SREBP1-mediated PUFA synthetic programs.

Among several extrahepatic organs, the most prominent effect of *Agpat3* LKO was observed on the fatty acid composition of the brain (Figures 3I and S3N). This is in agreement with recent findings in KO mice of the major facilitator superfamily domain-containing protein 2A (MFSD2A), a transporter of PUFA-containing lysoPC, showing that organs of the central nervous system, such as the brain, greatly depend on circulatory DHA-lysoPC for their DHA source (Nguyen et al., 2014). Substantial decrease in the levels of DHA-lysoPC in *Agpat3* LKO plasma indicates that the circulatory DHA-lysoPC is derived from hepatic AGPAT3. In contrast, plasma DHA-TG levels were not altered in the *Agpat3* LKO mice (Figure 3C). The relatively smaller effect of *Agpat3* on fatty acid compositions in the organs other than the brain suggests a possible contribution of DHA-TGs (in the form of lipoproteins) as sources of DHA in these organs. In addition, the different turnover rate of DHA in tissues would affect the impact of liver-specific deletion of *Agpat3* on the DHA levels in extrahepatic tissues.

A major finding of this study is that the upregulation of transcripts encoding the PUFA synthetic enzymes in *Agpat3* KO mice was seen mainly in the liver despite the consistent reduction of DHA-PLs in all other organs including the brain (Figures 2A and 2B). As these enzymes are abundantly expressed in the liver, one may think that the chromatin accessibility of sterol regulatory element in their promoter region may facilitate the liver specificity. However, this scenario cannot fully explain our observations because *Mfsd2a* KO mice, another mouse model showing brain and retinal DHA reduction, displayed the induction of SREBP1-target genes in these tissues (Chan et al., 2018; Wong et al., 2016). Currently, we do not have evidence to explain the different behaviors. As MFSD2A transports not only DHA-lysoPCs but also other fatty acid-lysoPCs, the altered levels of fatty acids other than DHA can contribute to the upregulation of SREBP1-target genes in the brain and retina of *Mfsd2a* KO mice. The detailed mechanistic link between DHA and SREBP1 activity in the brain will be revealed in the future studies by employing neuron-specific *Agpat3* KO.

SREBP1 regulates the expression of genes involved in *de novo* fatty acid synthesis concomitantly with PUFA biosynthesis (Jump et al., 2013). Along with the increased prevalence of metabolic syndrome, such as obesity and hepatic steatosis, previous studies have exclusively focused on SREBP1-mediated *de novo* lipogenesis (Moslehi and Hamidi-Zad, 2018; Shimano and Sato, 2017). Moreover, the roles of SREBP1-mediated PUFA synthesis have not been thoroughly investigated. Our observation regarding the SREBP1-mediated regulation of PUFA biosynthetic programs by responding the hepatic DHA-PL levels may indicate an autonomous regulatory mechanism for the homeostasis of PUFA levels. As the levels of unsaturated fatty acids in PLs have been shown to affect the membrane properties, such as fluidity and flexibility (Budin et al., 2018; Harayama and Riezman, 2018; Pinot et al., 2014), the increase in ARA-PLs in *Agpat3* KO mice may reflect the compensatory mechanism that allows the maintenance of membrane integrity under DHA deficiency. In this context, the liver of *Agpat3* LKO mice displayed increased levels of monounsaturated fatty acid (MUFA)-containing PLs (Figures S1 andS2) along with the upregulation of genes, such as *Fasn*, *Scd*, and *Elovl6*, which encode the enzymes for the *de novo* synthesis of MUFAs, further supporting the idea.

Although PUFAs are essential lipid components in mammals, they are sensitive to oxidation and converted to cytotoxic lipids, such as hydroperoxides or malondialdehyde (Ayala et al., 2014; Gaschler and Stockwell, 2017); their systemic levels should, therefore, be maintained properly. Previous studies have shown that supplementation of PUFAs, but not saturated fatty acids, decreases the nuclear localization of SREBP1 and its target genes (Hannah et al., 2001; Kato et al., 2008; Kim et al., 1999; Mater et al., 1999; Xu et al., 1999; Yahagi et al., 1999), suggesting the regulation of cellular PUFA levels through a feedback mechanism involving SREBP1. We demonstrated that inhibitory effects of omega-3 PUFA enriched-diet on SREBP1 are exerted mainly by DHA incorporated into PL membranes, but not by EPA (Figures 5A and 5B). The model proposed by us based on these data, whereby SREBP1 mediates the tuning of PUFA levels by responding to the DHA-PL levels in the membrane, may also contribute to preventing excessive production of PUFA. However, we do not exclude the possibility that altered fatty acid composition of PLs, other than PC and PE, in *Agpat3* KO mice affect our observation, because the direct product of AGPAT3, DHA-containing phosphatidic acid, is the common intermediate for all classes of PLs, including phosphatidylinositol and phosphatidylserine (Figure 3B).

The role of liver DHA-PLs presented here is in contrast to that of ARA-PLs, which are fundamental for the formation of hepatic lipoproteins (Hashidate-Yoshida et al., 2015; Rong et al., 2015). The reduction of ARA-PLs by genetic deletion of *Lpcat3* led to neonatal lethality because of malnutrition triggered by the failure of lipoprotein formation (Hashidate-Yoshida et al., 2015; Rong et al., 2015). As high levels of PUFA (both ARA and DHA) in PC promote TG transfer *in vitro* (Hashidate-Yoshida et al., 2015), it is proposed that decreased membrane fluidity in *Lpcat3* KO cells leads to the disrupted formation of lipoproteins and massive accumulation of intracellular TGs (Hashidate-Yoshida et al., 2015; Rong et al., 2015). However, deficiency of DHA-PLs in *Agpat3* KO mice did not exhibit these phenotypes produced by the deficiency of ARA-PLs. Although the mechanism for the difference in lipoprotein formation caused by the KO of *Agpat3* and *Lpcat3* is unknown, LPCAT3-mediated local production of ARA-PC may be specifically required for the normal lipoprotein formation, as previously proposed (Hashidate-Yoshida et al., 2015; Rong et al., 2015).

The difference in the effects of the deficiency of DHA-PLs and ARA-PLs on transcriptional programs should be noted. Unlike DHA-PL deficiency in *Agpat3* KO mice, reduction in ARA-PLs by deletion of *Lpcat3* did not induce the SREBP1-mediated transcriptional program in the liver (Rong et al., 2017). Instead, it has been demonstrated that intestine-specific *Lpcat3* KO leads to the upregulation of genes involved in cholesterol biosynthesis through the activation of SREBP2 (Wang et al., 2018). Both SREBP1 and SREBP2 are transmembrane proteins, and proteolytic cleavage-dependent release of their N terminus is required for their nuclear translocation (Horton et al., 2002). The question is how different PUFA-PLs regulate different classes of SREBPs. Although site-1 protease (S1P)- and S2P-dependent cleavage is proposed as a common model for their activation, several lines of evidences suggest distinctive mechanisms for their proteolytic activation. For instance, amino acid substitution of S1P and S2P target sequences blocks the cleavage of SREBP2, but not of SREBP1c (a major isoform of hepatic SREBP1) in mouse liver (Nakakuki et al., 2014). Therefore, S1P/S2P-independent cleavage by this unidentified protease(s) may be involved in the selective activation of SREBP1 in the liver of *Agpat3* KO mice. In such case, specific interaction of DHA-PLs, but not of ARA- or EPA-PLs, may change their conformation and activity of protease(s). Together with the selective activation of SREBP2 in *Lpcat3* KO mice, the PUFA-composition in membrane PLs may contribute to the fine-tuning of lipid metabolism through SREBPs. In addition to the protease-dependent SREBP1 activation, DHA supplementation is reported to destabilize the nuclear SREBP1 *in vitro*. Thus, SREBP1 stability may, at least in part, affect the increased nuclear SREBP1 in the liver of *Agpat3* LKO mice.

### Limitations of the Study

Although our study provides a novel and fundamental framework for the maintenance of systemic PUFA levels using global and liver-specific *Agpat3* KO mice, two issues remain to be clarified in future studies; these are liver specificity and DHA specificity for maintenance of PUFA levels. It is desirable to examine the chromatin status for SREBP1-target genes in various tissues from *Agpat3* KO mice as well as from other DHA-deficient animal models. In addition, the mechanism and the responsible proteolytic enzyme(s) have to be determined to understand how DHA deficiency in membrane PLs causes the activation of SREBP1, but not of SREBP2. As aberrant induction of SREBP1 in the metabolically abnormal situations, including tumor progression and aging, is reported (Guo et al., 2014; Ishizuka et al., 2020; Soyal et al., 2015), these studies will provide a clue to understand the basis of various diseases, including dyslipidemia, liver steatosis, atherosclerosis, inflammatory diseases, and cancers.

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Takao Shimizu ().

#### Materials Availability

All unique reagents and animals generated in this study are available from the Lead Contact with a completed Materials Transfer Agreement.

#### Data and Code Availability

The microarray data in this manuscript have been deposited in Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/). GEO accession number; GSE154724.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

How the deposited data were processed for this re-analysis (not part of the article)

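RNA of livers from 4 *Agpat3* WT and 4 *Agpat3* KO mice, 10 weeks old, was measured on 8 one-color Agilent arrays. The authors deposited, for each array, the scanner output of Feature Extraction 10.7.1.1, in which the processed signal of each spot is a fluorescence intensity on a linear scale after background correction. They also deposited 1 table of log2 values for all arrays, which was checked against the intensities and equals their log2 minus the 75th percentile of each array. The median local background was between 27 and 32 intensity units, and the 75th percentile of the processed signal was between 261 and 309. Arrays have no sequencing depth, and the precision of the values is limited by the number of arrays and, for dim probes, by the signal over background.

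Samples were grouped by the genotype in the sample labels. Control spots and spots marked as outliers were left out, log2 of the processed signal was set relative to the 75th percentile of the array over all probes without the controls, and the spots of a probe were averaged. Probes well above background on all 4 arrays of at least 1 genotype were kept, which left 29069 of 56605. The genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (two-sided, Benjamini-Hochberg over the probes kept), and called at a fold change over 1.5 and an adjusted p under 0.2. For genes named in the text, an exact permutation test over all 70 assignments of 4 and 4 mice was added. A lower bound was given in place of a fold change where a genotype was not well above background on any array. It takes the lowest signal well above background of any probe on the array as the limit. It holds for the processed signal only, and changes under normexp can be smaller. The files hold no gene symbols. Symbols were taken from a RefSeq gene table of GRCm38.p6 through transcript accessions, and the scanner output names another mouse build, so no coordinates are given and the table was used only for names and for which genes lie near each other. Accessions without a match were kept as the files list them. Probes of related genes with similar sequences can hybridize to the same RNA, which was not tested.

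The genes named in the text were set by a rule written before the data were examined, as were the gene lists and all alternatives but normexp on the median spot signal and the unpaired t test without a filter. It took every gene the paper names for this liver program, the 5 largest and 5 smallest log2 fold changes among called probes with fully separated groups, and the called members of a gene list where the text reports that list. Some single genes covered by this rule are not reported here. Meg3, Rian, the Mcm genes and the genes of feeding state were chosen after their values or those of related genes were seen. The 21 gene lists were written by hand from general knowledge and are not gene ontology terms, but stand in for those the paper reports from these same arrays. They were tested by Fisher's exact test and by camera with a preset correlation of 0.01, and again with an estimated correlation and with fry. Samples with the same replicate number in both genotypes were not taken as pairs. The test was tried on simulated data with 200 of 29069 probes changed by 1.5 on the log2 scale. In these data 95% of the changed probes were recovered, 13.2% of the calls were false, and 0 probes were called when none was changed. The simulated noise was independent between probes, and the change was larger than those of the PUFA biosynthetic enzymes. These shares therefore do not give the power or the error of the calls reported here.

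The alternatives were normexp background correction with an offset of 50, quantile and median normalization, the deposited log2 values, no filter on dim probes and a stricter one, outlier spots kept, eBayes with a trend and robust option, a replicate block, each array left out in turn, other thresholds, an unpaired t test, and the mean of the probes of a gene. The files hold no mean spot signal, so normexp was run on the median spot signal. The figures were drawn with matplotlib.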

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

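The tests on *Meg3* and *Rian*, on the position of the arrays on the slide and by other splits of the arrays, and normexp, were chosen or reworded after the results were seen. The tests on genes near *Agpat3*, pancreatic and clock genes, other probes of the called genes and single arrays apart were set before their values were computed.

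In 5 of the 70 groups of 4 arrays examined for single genes, 1 array lay far from the other 3. *Lpcat3* was 5.78 in WT replicate 4 and between 5.28 and 5.35 in the other WT mice. *Mlxipl* was 7.22 in KO replicate 2 and between 6.98 and 7.02 in the other KO mice, and *Dntt* was 2.49 in KO replicate 3 and between 2.07 and 2.14 in the others. *Obp2a* was -4.29 in KO replicate 4 and between -6.36 and -6.18 in the others, all not well above background. *G6pc* was 5.69 in KO replicate 3 and between 7.30 and 7.52 in the other KO mice. Chance alone gives about 1 in 20 such groups. Over all tested probes 5.97% of the groups had an array apart, so the expected frequency by chance is enough to account for them. No array held most of these probes, but their shares were uneven. In WT, replicate 4 held 43.6% of them and the other replicates between 11.4% and 29.4%. In KO the largest share was 35.3%, on KO replicate 3. Without WT replicate 4 the called probes rose to 645, from 484 with all arrays. Without any other single array they fell. That 1 array, WT replicate 4 above all, stands apart over the whole array therefore stays open. A difference between the mice, such as the time since the last meal for *G6pc*, stays open.

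Several probes outside the genes the paper discusses changed between genotypes. The log2 fold changes were 6.65 for XM_006521520, 4.51 for *Chrna4*, 3.59 for *Pnpla3*, 3.51 for *Dntt* and 2.71 for *1810053B23Rik*, and every KO mouse lay above every WT mouse for each. Under normexp, chosen after seeing the data, these increases were smaller, at 3.48, 2.33, 2.00, 2.89 and 2.08 in the same order. Decreases of -3.40 for *Obp2a*, -2.29 for *Capn8*, -2.26 for AK052181 and -2.25 for ENSMUST00000143214 were fitted on values near background in KO liver, where those of *Obp2a* and AK052181 have only the bounds of at least 3.40-fold and 2.41-fold. Under normexp these decreases were -0.73, -0.79, -0.55 and -0.76, so the bounds of *Obp2a* and AK052181 do not hold under it. Several explanations that would concern many probes together were tested. For the number of calls, 1 of the 35 splits of the arrays, the real one, gave as many as 484 calls, and the next gave 88. That is the smallest share that 35 splits allow, so it argues against chance only to that extent. Genes flanking *Agpat3* on chromosome 10, which a strain variant carried with the targeted allele could affect, held no larger share of calls, with 0.671% of 298 probes within 10 Mb of *Agpat3* called (2 probes, both of *Lss*) against 1.63% of 19760 elsewhere (Fisher's exact test, p = 0.248). Pancreatic acinar RNA in some livers stays open, since the contrast of genotypes does not test single livers. In the acinar list 1 gene (*Klk1*) was called among 7 tested genes of 24, while the others went both ways, with *Cel* at 0.45, *Cela2a* at 0.33, *Clps* at 0.15, *Amy2a5* at -0.09, *Ctrb1* at -0.15 and *Cela1* at -0.54, and a median of 0.15 over the 7. Without WT replicate 4 the called genes were 2 (adjusted p = 0.00811 for the list). A difference in circadian phase at dissection stays open. In the clock list 0 of 18 genes were called by limma and by the unpaired t test (1 at an unadjusted p under 0.05, and 1 called in the fit with a replicate block). *Arntl* changed by 0.16, *Dbp* by 0.09, *Per2* by 0.33 and *Nr1d1* by -0.28, and the largest changes were 0.70 for *Per3*, 0.67 for *Wee1* and -0.57 for *Ciart*, with standard errors of 0.32, 0.25 and 0.67. For genes called higher, 60 of 66 other probes of the same genes (90.9%) went up too, against effects of single spots or probes. For the probes called lower, 44 of 53 other probes of the same genes (83.0%) went down, a share not shown to differ from that of the higher genes (Fisher's exact test, p = 0.268). Their median change of -0.27 was smaller than that of 0.65 for the higher genes, and noise of dim probes stays open as a part of these calls. The position of the arrays on the slide cannot be told apart from genotype, because WT lay in row 1 and KO in row 2. Spike-in probes, which hold no RNA of the mice, differed by -0.18 (median of 7 probes) and none by over 1.5-fold, which bears only on a shift common to the array. XM_006521520, *Chrna4* and *Dntt* had 1 probe each, so no other probe could be set beside them, and whether a transcript of the targeted allele contributes was not tested.

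*Meg3* and *Rian*, noncoding RNAs that are neighbors on chromosome 12 and lie in an imprinted region, were lower in KO liver. The brightest *Meg3* probe, well above background on all arrays, had a log2 fold change of -2.11 (standard error 0.25, adjusted p = 0.0162 from limma). The *Rian* probe had -1.38 (limma adjusted p = 0.0152) but was not well above background on any KO array. On the processed signal this gives at least 2.11-fold lower, a bound that does not hold under normexp. For these probes and 2 further *Meg3* probes every KO mouse lay below every WT mouse. The 2 further probes were also not well above background on any KO array. With 1 mouse left out in turn, the limma adjusted p of 1 of them rose to 0.296. For the brightest *Meg3* probe the change was then at smallest -1.87, so 1 mouse does not carry its difference. Under normexp, chosen after seeing the data, the change was -1.49 for the brightest *Meg3* probe and -0.29 for *Rian*, whose adjusted p was then 0.141 at a change under 1.5-fold. The 2 further *Meg3* probes changed by -0.31 and -0.32 under normexp. Fewer hepatic stellate cells in KO livers would lower the genes of these cells. Their median change was -0.35 over 14 genes, with 2 above 0 and the largest decrease at -0.95 for *Col1a1*, all smaller than that of the brightest *Meg3* probe. Under normexp their median was -0.31, near the changes of *Rian* and the 2 further *Meg3* probes. Since only sizes were compared, fewer of these cells stay open as a part of the decrease. Imprinted genes outside the locus did not shift with it, with 0 of 18 called by limma and by the unpaired t test (1 at an unadjusted p under 0.05) and a largest change of -0.53. A difference of the mice in the allele or in the methylation of this locus, and the position of the arrays, stay open.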

How the results depend on the processing

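Normexp on the median spot signal, the unpaired t test without a filter and the tests by other splits of the arrays were chosen or reworded after seeing the data. Normexp on the mean spot signal, as planned, was not run, because the files hold no such signal. The decrease of *Agpat3* and the increases of *Fads1*, *Fads2*, *Elovl5* and *Elovl2* kept their direction and their side of the thresholds under the alternatives of processing and of the limma model and with each array left out. The other thresholds were applied to the numbers of probes and lists, and the unpaired t tests were not reported for the 4 enzymes one by one. At a fold change over 2 *Fads1* and *Fads2* would not be called, and with no minimum fold change *Elovl2* would be. No called result changed its direction, while *Nr1h2*, *Nr1h3*, *Alb* and *Ppara*, near 0 and not called, and the medians of the lists of lysophospholipid acyltransferases, clock, blood, interferon response and unfolded protein response changed sign under some alternatives. *Fads1* lay between 0.71 and 0.76, *Fads2* between 0.94 and 1.02, *Elovl5* between 0.98 and 1.02 and *Elovl2* between 0.49 and 0.54 on the log2 scale, and with 1 array left out between 0.66 and 0.79, 0.91 and 1.05, 0.92 and 1.12, and 0.50 and 0.58.

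The numbers of called probes depended on the processing. Against 273 higher and 211 lower, there were 180 and 65 under normexp, 122 and 131 without the filter on dim probes, 82 and 35 at an adjusted p under 0.05, 100 and 60 at a fold change over 2, 557 and 645 with no minimum fold change, 534 and 451 at an unadjusted p under 0.2, 503 and 426 with an unpaired t test at an unadjusted p under 0.2, 165 and 104 with that test at an adjusted p under 0.2, and 76 and 57 with it over all probes without a filter. The changes of threshold act by their construction, and the cause of the others was not tested. Requiring all 8 arrays well above background left 126 lower probes, since it removes probes that fell below this limit in KO liver. Of the 484 calls, 208 were shared with normexp, 172 with the fit without a filter, 472 with quantile normalization, 462 with median normalization and 479 with the deposited log2 values. The share of higher calls went from 56.4% to 73.5% under normexp, 48.5% under median normalization and 48.2% without the filter.

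With 1 array left out the numbers lay between 152 and 334 higher and between 105 and 311 lower. The lowest came without WT replicate 3 (152 and 105), and without WT replicate 2 and KO replicate 2 there were 110 and 109 lower. The call of *Srebf1* was lost without any 1 array (adjusted p from 0.205 to 0.284) and without the filter, that of *Scd1* without WT replicate 2, without WT replicate 3 and without the filter (adjusted p from 0.203 to 0.228), and that of *Mfsd2a* without WT replicate 2 (adjusted p = 0.203) and without the filter (adjusted p = 0.227). *Elovl6* and *Insig1*, not called, passed under normexp and the replicate block, and *Insig1* also under quantile normalization, with the trend and robust option and without WT replicate 1. Among the named genes, 34 results lost and 7 gained a call over all alternatives, and 492 kept their side.

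The number of lists over-represented among higher genes lay between 7 and 10 over the alternatives (10 under normexp, with the PPARα targets) and between 7 and 9 with 1 array left out. Cholesterol synthesis was no longer over-represented without WT replicate 3, KO replicate 1, KO replicate 2 or KO replicate 3, without the filter (1 gene) and at an adjusted p under 0.05 for a call (0 genes). The call of the LXR targets was lost without each of the arrays but KO replicate 4 (adjusted p from 0.156 to 0.243), and without the filter and at an adjusted p under 0.05 for a call. Triglyceride synthesis and triglyceride catabolism were lost with only probes well above background on all 8 arrays, a filter that *Pnpla3* does not pass. Each then had 1 higher gene (Fisher's exact test, adjusted p = 0.207 and 0.213). For the camera test, the 11 lists fell to 4 with an estimated correlation and 8 with fry, rose to 15 without the filter, and lay between 10 and 14 with 1 array left out. The 9 lists by over-representation were reached by no other split of the arrays (1 of 35), but the other splits had a median of 0 called probes, so that this count does not decide whether chance can be excluded for the lists. The 11 lists by camera were reached by 5 of the 35 splits, the real one included, so chance cannot be excluded for that number.

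Mice with the same replicate number did not deviate together in all pairs (correlations 0.33, -0.11, 0.10 and 0.32), and the replicate block gave 592 calls, 450 of them shared, with *Agpat3* at -6.12. The slide as a block was not run, because all arrays lay on 1 slide.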

Differences from the paper's values

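The paper shows *Agpat3* in its volcano plot at a −log10 p of about 3.5 in Fig. 1D, read by eye, against 6.35 here from the adjusted p of limma. Of the alternatives set before the data were examined, the unpaired t test with an adjusted p (3.74), the replicate block (3.06) and 7 of the 8 fits with 1 array left out (the 8 lay between 4.85 and 6.48, the highest without KO replicate 2, which did not) came within 1.5 times of the paper's value. The fits by quantile and median normalization, with the deposited log2 values, without the filter, with all 8 arrays well above background, with outlier spots kept and with the trend and robust option did not. The unpaired t test over all probes without a filter, chosen after seeing the values, gave 3.45. Normexp, also chosen then, gave 8.13. The log2 fold changes of both *Agpat3* probes, about -6.1 and about -5.7 in Fig. 1D, read by eye with the values here already known, are -6.12 and -5.69 here.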

Other observations

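The tests by mouse and by splits on SREBP2 targets, on feeding and on cycling cells were chosen after the results they concern were seen.

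The paper tested SREBP1 and SREBP2 target genes in liver-specific *Agpat3* KO mice, and the same genes can be read in the adult global KO. *Fasn* had a log2 fold change of 1.69 (limma adjusted p = 0.00206), *Scd1* 0.97 (adjusted p = 0.0905) and *Mfsd2a* 2.11 (adjusted p = 0.0973), each higher in 4 of 4 KO mice than in any WT mouse. *Elovl6* changed by 0.86 (adjusted p = 0.237), *Insig1* by 1.12 (adjusted p = 0.207), *Lpcat3* by 0.35 (adjusted p = 0.295), *Slc2a2* by 0.26 (adjusted p = 0.275), *G6pc* by 0.54 (adjusted p = 0.697), *Abca1* by 0.06 (adjusted p = 0.843) and *Srebf2* by -0.20 (adjusted p = 0.657), none called. *Rplp0* changed by -0.04, *Alb* by -0.01, *Ppara* by -0.09 and *Mlxipl* by 0.14, and the signs of *Alb* and *Ppara* changed under some alternatives.

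As a set, the cholesterol synthesis genes controlled by SREBP2 were also higher, with 23 of 24 genes above 0 and a median log2 fold change of 0.53, although their over-representation among called genes was lost in 4 of the 8 fits with 1 array left out. The mean of these genes in each mouse was 3.74 ± 0.43 (SD, n = 4) in WT and 4.32 ± 0.24 (SD, n = 4) in KO (exact permutation test, two-sided, p = 0.0571), against 3.78 ± 0.11 and 4.93 ± 0.13 for the SREBP1 targets (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). The difference between the changes of the 2 sets, 0.57, had an exact permutation p of 0.0857. Chance is not excluded for the SREBP2 targets, since 2 of the 35 splits gave as large a difference. WT replicate 1 was the lowest of the mice at 3.16, and without it the median of the list was 0.39, so this mouse alone does not account for the increase. An increase of SREBP2 targets in the global KO may be present and remains a hypothesis.

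More recent feeding of the KO mice is a candidate explanation for higher SREBP1 targets. In 5 genes of the response to fasting and feeding, the changes had a median of -0.54 in the direction of feeding, and 2 of the 5 went in that direction. None was called by limma or by the unpaired t test (1 at an unadjusted p under 0.05), with limma adjusted p from 0.237 to 0.991, and the mice of 1 genotype differed widely in *G6pc* (SD 0.79 in WT and 0.86 in KO), so feeding stays open, although 3 of the 5 genes went against it by over 0.5.

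The replication genes *Mcm2*, *Mcm3*, *Mcm4*, *Mcm5* and *Mcm6* were higher in every KO mouse than in any WT mouse, with a median log2 fold change of 0.84 over these and *Mcm7* (0.13), and 3 of the 6 were called. More cycling cells in KO livers may raise them, but *Mki67*, *Top2a*, *Ccnb1*, *Pcna*, *Rrm2* and *Tyms* had a median change of 0.20 and 0 of the 6 were called by limma or by the unpaired t test (0 at an unadjusted p under 0.05). The standard errors of up to 0.35 leave this open.

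Of the other lists, ChREBP targets had 1 of 14 genes higher, lysophospholipid acyltransferases 1 of 13, the interferon response 1 of 16 and PPARα targets 0 of 29 (limma; 9 at an unadjusted p under 0.05). Under normexp, chosen after seeing the data, 2 PPARα targets were called and the list was over-represented (adjusted p = 0.0334). The lists of blood (8 genes tested), adipocytes (5 genes), immune cells (17 genes) and hepatic stellate cells (14 genes) had 0 called by limma, 2, 0, 0 and 4 at an unadjusted p under 0.05, and median changes of -0.16 (0.01 at the highest with 1 array left out), -0.10, -0.14 and -0.35. None of the genes of these lists or of the PPARα list was called by the unpaired t test. The stellate cell list had an adjusted p of 0.0508 in limma's camera test, and from 0.00422 to 0.530 over the alternatives other than single arrays left out. The sex-biased genes had 0 higher and 1 lower of 16 (*Cyp7b1*, -1.55) and the unfolded protein response 0 higher and 2 lower of 16 (*Asns*, -1.94, and *Ddit3*, -0.60).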
